A study of Mus musculus with 13 samples. Its data were reported in "BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation" (2022).

How the data were processed

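Gene expression was measured by RNA-seq in female mouse embryonic stem cells (mESCs) whose mother was FVB/NJ and whose father was CAST/EiJ. The 13 libraries comprised 1 undifferentiated library (Day0) and 12 libraries from days 4, 5, 6 and 7 of differentiation. On each of those days 1 library carried a nonsilencing control hairpin (Nons), 1 the hairpin Smarcc1.6 and 1 the hairpin Smarcc1.7. Cells were transduced on day 2 and placed under puromycin selection on day 3. Groups and days were taken from the sample titles. There was 1 library per group and day, so the 4 days served as the replicates of each group. The p-values for knockdown therefore measure how steady a difference was over the days, not the spread between independent transductions. A lasting difference between the cultures for another reason would give the same p-values.

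The authors made TruSeq RNA libraries, sequenced them as paired-end reads on a NextSeq500, trimmed them with trim_galore and aligned them with tophat or hisat2 to the mm10 genome with the positions that differ between FVB/NJ and CAST/EiJ masked. The study's methods name tophat or hisat2 for these libraries without saying which library had which, whereas its reporting summary lists hisat2 and bowtie2 for RNA-seq and tophat for ChIP-seq. The strand setting of the counting and the annotation release were not found in these texts. Reads per gene were counted in Seqmonk and deposited as log2 values of CPM, mapped reads scaled to a common library size, both alleles together. Reads mapped but outside genes are part of the denominator. Allele-specific values were not analysed here.

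The deposited log2 values fell on steps of whole reads in each library, and 100% of the low values were whole multiples of the value of 1 read. A gene with 0 reads was written as 0.9 reads. The depth recovered from these steps ran from 13993440 mapped reads (Smarcc1.7, day 5) to 63548079 (Smarcc1.6, day 4). At those depths a gene with 3 reads sits at a log2 CPM of -2.22 and -4.40. Such floors cover counting error only, since the reads carried no molecular identifiers. The table held 25965 genes, of which 58 symbols occurred on more than 1 row (124 rows), and these rows were kept apart. All 13 columns were used.

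Genes with a mean log2 CPM of at least 0 over the 12 libraries of days 4 to 7 were tested (13406 genes, 507 of them X-linked and 12886 autosomal). Linear models were fitted to the log2 CPM with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. No pseudocount was added beyond the 0.9 reads that the authors wrote for 0, so changes of genes with few reads depend on that value. Knockdown was fitted against Nons with day as a factor. Each hairpin was fitted against Nons, and against the other, in a model of 3 groups with day as a factor. The change per day was fitted with group as a covariate, and the interaction as the product of knockdown and day. The Day0 library entered no test because it has no matched control.

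Single values were tested with exact permutation tests, two-sided. These were the levels of Smarcc1, Xist and Tsix, the means of 4 gene lists, and the median of X-linked genes minus that of autosomal genes. For knockdown, 1 of the 3 libraries of each day was taken as Nons in all 81 ways, so the smallest p-value possible was 0.0123. For the change per day, the days were permuted within each group (13824 arrangements). This takes the 3 libraries of a day as independent, although they share the day. The linear models of change per day do the same, so p-values for day may be too small. The 10 tests formed 1 family for adjustment. A comparison of 1 hairpin with Nons has too few arrangements to pass 0.05 and is given without a test. The X-linked median was also set against 10000 random autosomal lists matched on mean expression, as a description of each pair of libraries, and a list tied with the X-linked median counted as 0.5. Euclidean distances were computed on log2 CPM between hairpin and Nons libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

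The lists of regulators of X inactivation, pluripotency genes, differentiation genes and BAF subunits were fixed before the data were examined, as were the groups, the designs and most alternatives. The rule for naming genes was fixed then too. It took Smarcc1, Xist and Tsix, and list genes with an adjusted p-value under 0.05 over all genes or over their list. From genes past the threshold for knockdown whose 8 same-day differences had the same sign, it took the 5 largest rises, the 5 largest falls and the 3 largest X-linked rises. For day it took the 3 largest rises and 3 largest falls. Gene types, transcript lengths and GC content came from GENCODE M21, which uses the same genome build, and 98.2% of the tested genes were matched by symbol and position.

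The limma models were tested on simulated data. Counts for 13406 genes were drawn at the recovered depths with 200 genes changed and a biological coefficient of variation of 0.1. Of these, 100% were called at a log2 change of 1.00 and 86.0% at a change of 0.50, and 4.76% and 3.37% of all calls were false. For the interaction, 160 of 200 genes were called at a difference in slope of 1.00 per day and 0 at 0.50. Only large differences in slope could thus be detected. All these rates hold for the simulated variation only.

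The alternatives were no filter or a filter at 2, log2(CPM + 1) and log2(CPM + 0.1), centring on the autosomal median, quantile normalization, limma's voom on the recovered reads, eBayes without trend, no day block, each hairpin alone, and leaving out each day and each library. For the X minus autosome difference they were also the mean in place of the median, and leaving out Xist and genes that escape XCI. A further 3 were chosen after seeing the data: leaving out genes shifted on day 6, removing a trend in GC content and transcript length, and thinning all libraries to the smallest depth.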

Results

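The data were 13 RNA-seq libraries of female X^FVB X^CAST mESCs, a hybrid line in which both X chromosomes are active until differentiation triggers X chromosome inactivation (XCI), the silencing of 1 X chromosome. Day0 was represented by 1 library, and Nons, Smarcc1.6 and Smarcc1.7 by 4 libraries each, 1 for each of days 4, 5, 6 and 7. Smarcc1 encodes a core subunit of the BAF nucleosome remodelling complex. Depth ranged from 13993440 to 63548079 mapped reads, and between 17182 and 19845 genes had at least 1 read.

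The libraries fell into 2 sets that did not follow the groups. In Day0 and the 3 libraries of day 6, between 85.3% and 86.5% of mapped reads were counted in genes, against 91.6% to 92.6% in the other 9 libraries. Processed pseudogenes took 1.80% to 2.08% of reads in the former and 0.413% to 0.525% in the latter. Ribosomal protein genes took 2.00% to 2.54% and 4.68% to 7.55%. Rps27 had 12 to 22 reads in the 4 libraries and 4290 to 39189 in the other 9, whereas the pseudogene Rpl13a-ps1 had 2558 to 6159 and 6 to 63. Of the 13406 tested genes, 559 were shifted by at least 1 log2 unit in the same direction on day 6 in all 3 groups, relative to the mean of days 5 and 7. The same rule applied to day 5, relative to days 4 and 6, gave 350 genes, with day 6 as part of that comparison. The shifted genes included 109 of 161 processed pseudogenes and 61 of 78 ribosomal protein genes. Comparisons of knockdown with Nons were made within days and so within these sets. Comparisons across days, and with Day0, were not.

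**Figure D1:**
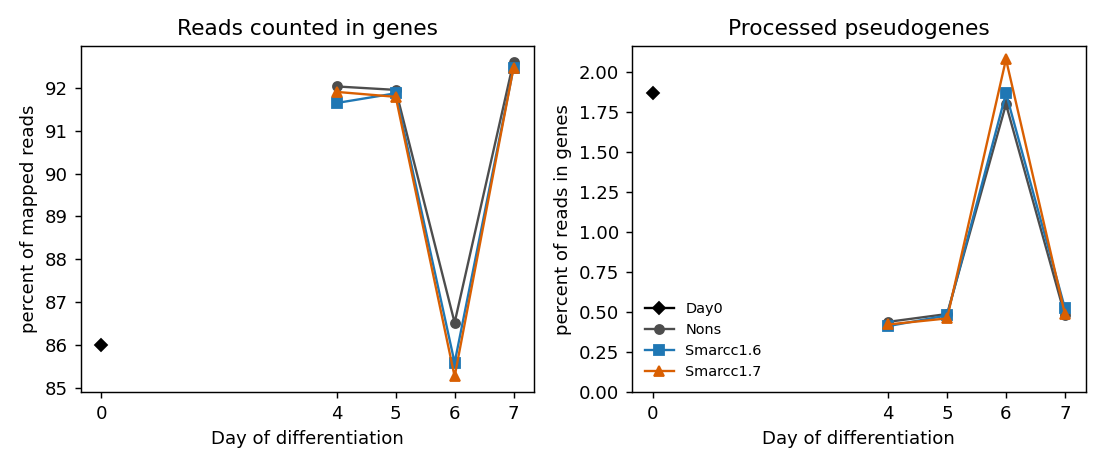
Percent of mapped reads counted in genes (left) and percent of reads in genes on processed pseudogenes (right) against day of differentiation, 1 point per library, with lines joining the libraries of a group. Day0 and the 3 libraries of day 6 lie at or under 86.5% on the left and at or above 1.80% on the right.

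The first comparison checked the knockdown. Smarcc1 (chromosome 9, 110132037 to 110240178 in mm10, protein coding) had a log2 CPM of 8.01 at Day0. In Nons it was 9.10, 8.87, 8.28 and 7.89 on days 4, 5, 6 and 7. With Smarcc1.6 it was 7.42, 7.40, 7.28 and 7.28, and with Smarcc1.7 it was 7.96, 7.78, 7.17 and 7.51. The difference from same-day Nons was -1.19 ± 0.48 (SD, n = 4) for Smarcc1.6, 43.9% of the Nons level, and -0.93 ± 0.37 (SD, n = 4) for Smarcc1.7, 52.5% of it. Smarcc1 was lower in 8 of 8 same-day comparisons, with a mean difference of -1.06 (exact permutation p = 0.0123, the smallest possible, two-sided; Benjamini-Hochberg adjusted 0.0412 over 10 tests). For Smarcc1.6 the difference was -1.68 on day 4 and -0.61 on day 7, while the Nons level fell over the same days.

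To ask which genes responded, knockdown was compared with Nons across the tested genes. In limma with Benjamini-Hochberg adjustment, 1561 of 13406 genes had an adjusted p-value under 0.05, 922 higher and 639 lower in knockdown, and 1207 of them changed in the same direction in all 8 same-day comparisons. The alternatives that moved this count most were the fit of Smarcc1.7 only with Nons, which gave 0 genes (2363 at an unadjusted p under 0.05), and the fit without day as a block, which gave 4. Leaving out day 6 gave 287 genes and leaving out day 5 gave 386. In the model of 3 groups, Smarcc1.6 differed from Nons at 1247 genes (750 higher, 497 lower) and Smarcc1.7 at 329 (226 higher, 103 lower). For both hairpins 309 genes were called, all in the same direction. Both comparisons share the 4 Nons libraries, which alone favours the same direction, so this agreement is not independent. No gene differed between the hairpins at an adjusted p-value under 0.05 (0 genes, with 530 at an unadjusted p under 0.05).

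Among the genes named by the rule, the largest rises were in Neurog3 (chromosome 10, 62133090 to 62134763), by 4.05 ± 0.78 (SE) on the log2 scale with a limma adjusted p of 0.00877, and in Gpr133 (chromosome 5, 129096750 to 129204599), by 3.83 ± 0.56 with an adjusted p of 0.00342. Gm14569, 1700029P11Rik and Jam2 rose by 3.63, 3.21 and 3.21. The largest falls were in Fst (chromosome 13, 114452262 to 114458730), which fell by 2.09 ± 0.39 with an adjusted p of 0.00743, and Fgf8 (chromosome 19, 45736798 to 45742915), which fell by 1.88 ± 0.23 with an adjusted p of 0.00186. Fam38b, Rspo3 and Irs1 changed by -1.85, -1.74 and -1.72. The X-linked genes with the largest rises were Gm14569 (X, 36423601 to 36491830), 1700014N06Rik (X, 136927325 to 136928373), up by 2.14, and Rhox1 (X, 37213804 to 37222258), up by 1.89. All of these genes are annotated as protein coding, and several had few or no reads in Nons on days 6 and 7, so their changes depend on the value written for 0 reads.

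The time course was examined next. The expression of 8114 genes changed with day at an adjusted p-value under 0.05 in limma (4679 rising, 3435 falling). This fit took the 3 libraries of a day as independent, so the count may be too large. After centring each library on its autosomal median the count was 8305, with 3574 rising and 4731 falling, so the balance of directions depended on scaling. Acta2, Tagln and Acta1 rose most, by 3.79, 3.40 and 3.37 log2 units per day. Nr0b1, E030010A14Rik and Dazl fell most, with changes per day of -2.72, -2.63 and -2.62. No gene showed a knockdown by day interaction (0 genes, with 745 at an unadjusted p under 0.05).

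Whether XCI failed was examined by total expression of X-linked genes, because failure would leave it higher. The median log2 CPM of the 507 X-linked genes minus that of the 12886 autosomal genes was 0.36 at Day0. In Nons it was 0.40, 0.12, -0.10 and -0.12 on days 4 to 7. With Smarcc1.6 it was 0.30, 0.30, 0.03 and -0.07, and with Smarcc1.7 it was 0.36, 0.29, -0.07 and -0.14. The difference changed by -0.17 per day (exact permutation p = 0.000289, two-sided, Benjamini-Hochberg adjusted 0.00289). That test took the libraries of a day as independent, so its p-value may be too small. Knockdown differed from Nons by 0.05, higher in 5 of 8 comparisons. Taking other libraries of a day as Nons often gave a difference as large (exact permutation p = 0.284, two-sided, Benjamini-Hochberg adjusted 0.355). The value of 0.05 includes day 4, whereas the study detected failure of XCI from day 5. On day 5 the differences were 0.19 and 0.18 for the 2 hairpins. The slopes of knockdown and Nons differed by 0.02 per day (exact permutation p = 0.605, two-sided; Benjamini-Hochberg adjusted 0.672).

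**Figure D2:**
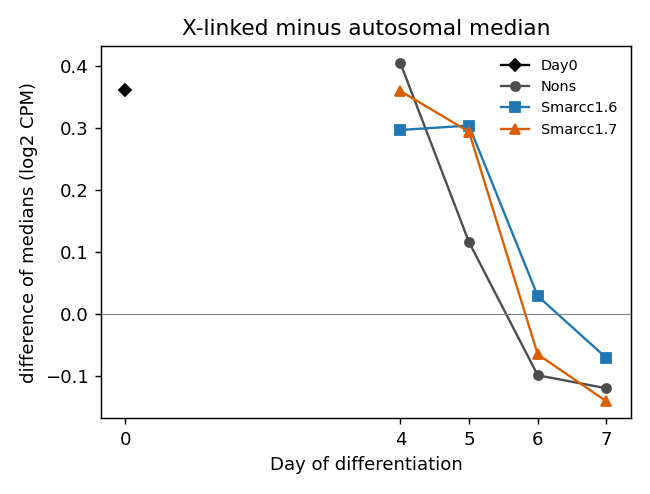
Median log2 CPM of X-linked genes minus that of autosomal genes (y axis) against day of differentiation, 1 point per library. On day 5 the hairpin libraries sit at 0.30 and 0.29 and the Nons library at 0.12, while on day 4 Nons, at 0.40, lies above both (0.30 and 0.36) and on day 7 it lies between them.

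Gene by gene, the X-linked shift was also set against autosomal lists matched on mean expression. The median X-linked difference from same-day Nons lay above the central 95% of 10000 lists in 6 of 8 hairpin libraries, the exceptions being Smarcc1.6 on day 4 (percentile 43.2) and Smarcc1.7 on day 7 (percentile 62.2). It was 0.17 for Smarcc1.6 and 0.06 for Smarcc1.7 on day 6. Without a filter on low values 2 of 8 lay above the lists, both on day 5, and 2 lay below them, both on day 7. In that setting between 26.0% and 35.4% of X-linked genes had 0 reads in both libraries of a pair. Each of these describes a pair of libraries. Of the X-linked genes, 13.4% were called higher in knockdown (68 genes), against 6.63% of autosomal genes (854), and 6.90% were called lower (35 genes), against 4.69% (604).

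Xist, the long non-coding RNA that coats the inactive X (X, 103460375 to 103483217), had a log2 CPM of 2.83 at Day0 and rose in Nons from 7.02 on day 4 to 10.03 on day 7. The difference from same-day Nons was -1.06 ± 0.42 (SD, n = 4) for Smarcc1.6 and -0.45 ± 0.57 (SD, n = 4) for Smarcc1.7. Xist was lower in 7 of 8 comparisons (mean -0.75, exact permutation p = 0.0370, two-sided), which did not pass adjustment over the family (Benjamini-Hochberg adjusted 0.0926), and 1 library, Smarcc1.7 on day 7, was higher by 0.21. The limma adjusted p for Xist was 0.0372. Its antisense gene Tsix (X, 103431517 to 103484957) differed by -0.38, lower in 7 of 8 comparisons (exact permutation p = 0.136, two-sided; Benjamini-Hochberg adjusted 0.226). The limma adjusted p for Tsix was 0.193. By hairpin, Tsix changed by -0.61 with Smarcc1.6 (limma adjusted p 0.0390) and by -0.14 with Smarcc1.7 (limma adjusted p 0.656). Tsix overlaps Xist, and the strand setting of the counting is not stated, so its values are uncertain.

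The study asked whether knockdown altered regulators of XCI or the exit from pluripotency. The mean of 21 XCI regulators differed by 0.00 (exact permutation p = 0.901, two-sided; Benjamini-Hochberg adjusted 0.901). In limma, 5 of the 21 were called with adjustment over the list alone and 1 with adjustment over all genes. That gene was Jarid2, up by 0.33 ± 0.07 (SE) with an adjusted p of 0.0147. Suz12 rose by 0.23, while Spen, Satb1 and Smchd1 changed by -0.20, -0.69 and -0.23. The mean of 12 pluripotency genes was higher in 8 of 8 comparisons, by 1.04 ± 0.13 (SD, n = 4) for Smarcc1.6 and by 0.60 ± 0.21 (SD, n = 4) for Smarcc1.7. The mean difference was 0.82 (exact permutation p = 0.0123, the smallest possible, two-sided; Benjamini-Hochberg adjusted 0.0412). Of the 12, 9 were called higher with limma adjustment over the list and 8 over all genes, namely Prdm14, Sox2, Klf4, Dppa3, Zfp42, Klf2, Esrrb and Nr0b1, with changes from 0.69 (Sox2) to 1.79 (Nr0b1). Nanog, up by 0.74, was called over the list alone. The mean of 11 differentiation genes differed by 0.15 (exact permutation p = 0.136, two-sided; Benjamini-Hochberg adjusted 0.226). Gbx2 and Fgf4 rose by 1.65 and 1.35, and Sox17 and Eomes changed by -0.88 and -0.92. With day, Gbx2 and Fgf4 themselves fell, with changes per day of -1.37 and -1.09. Of the 11 differentiation genes 3 fell with day, so their mean mixes directions and is a weak measure of differentiation. The mean of 23 tested BAF subunit genes other than Smarcc1 differed by -0.06 (exact permutation p = 0.160, two-sided; Benjamini-Hochberg adjusted 0.229), and Bcl7c fell by 0.36 with a limma adjusted p of 0.0148.

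**Figure D3:**
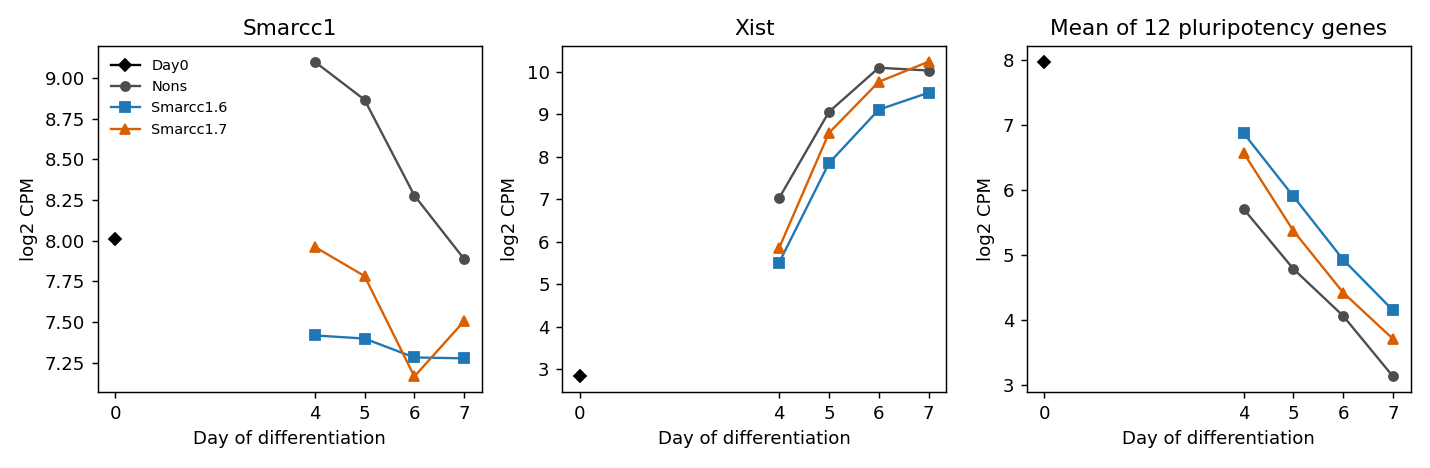
Log2 CPM of Smarcc1 (left), Xist (middle) and the mean of 12 pluripotency genes (right) against day of differentiation, 1 point per library, with lines joining the libraries of a group. Both hairpins lie below Nons for Smarcc1 and above it for the pluripotency genes on all 4 days, and Xist is lower with both hairpins on days 4, 5 and 6.

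Finally, the study used Euclidean distances to look for a delay in differentiation, and reported no evidence of delay. Distances were part of several checks. The study also reported no consistent change in pluripotency or early differentiation genes, and qRT-PCR that it read as normal differentiation. It further reported failed XCI after transduction on day 3, and failed Xist-induced silencing in a male line with inducible Xist and no differentiation. The qRT-PCR and those experiments were not analysed here. Of the 8 hairpin libraries, 7 were nearest to the Nons library of the same day. The exception, Smarcc1.6 on day 5, was nearest to Nons of day 4, at a distance of 65.7 against 68.3 for day 5. Distances that involve day 6 also carry the difference in read assignment described above. Without the 559 genes shifted on day 6, 5 of 8 were nearest to Nons of the same day and 3, Smarcc1.6 on days 5, 6 and 7, were nearest to Nons of the day before. The genes left out were themselves chosen by a shift on day 6.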

Values the study reported

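By qRT-PCR, the study reported Xist to be expressed 100-fold more highly than Tsix. It described Xist RNA as slightly decreased after depletion of Smarcc1 or Smarca4, with no effect on Tsix RNA.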

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

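The tests of alignment and of Y-linked reads in this part were chosen only after the patterns had been seen.

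Among 144 groups of 4 libraries, 9 had a library far from the other 3, where chance gives about 7.2. Of these 9, 6 were libraries of day 6. The percent of mapped reads counted in genes was 86.5% in Nons, 85.6% in Smarcc1.6 and 85.3% in Smarcc1.7 on day 6, and the percent of reads on processed pseudogenes was 1.80%, 1.87% and 2.08%. Day0 was placed with these libraries on the same measures. A candidate explanation is that these 4 libraries were aligned with a different tool or setting from the other 9, since the methods name a pair of aligners (the reporting summary of the study lists them by assay differently) and processed pseudogenes compete with their parent genes for spliced reads. The pseudogene share was higher in all 4 libraries than in any other (lowest 1.80%, against at most 0.525% in the other 9), but that is part of the pattern that set them apart and so is no independent test. The texts read here do not give the aligner of each library, and a difference in library preparation would not be told apart from it. The day and this difference cannot be told apart for day 6, and no biological explanation was tested.

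The other 3 were the mean of the XCI regulators in Smarcc1.6 on day 7 (log2 CPM 6.51), 1700014N06Rik in Smarcc1.6 on day 7 (-0.66) and Smchd1 in Nons on day 4 (6.52). The 4 libraries of a group are successive days, so a steep change between neighbouring days gives the same picture. That number of single libraries is within what chance gives, and no explanation was tested for them.

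The mean of the BAF subunit genes differed in slope between knockdown and Nons by 0.069 log2 units per day (exact permutation p = 0.0370, two-sided), 1 of 8 such tests, with a Benjamini-Hochberg adjusted value of 0.296. Across all tested genes the interaction model called 0 genes (745 at an unadjusted p under 0.05). With a count of 0, 81 of the 81 within-day choices of a Nons library give as many by construction, which carries no information. No further explanation was tested.

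Reads on Y-linked genes were not part of any comparison. The line is female, and between 95 and 574 reads fell on Y genes per library. Reads of paralogues mapped to multi-copy Y genes are a candidate source, and in that case single-copy Y genes would have none. The 8 single-copy Y genes in the table had 0 reads in each of the 13 libraries, so no sign of male cells was detectable at this depth, and the reads on multi-copy Y genes are consistent with reads of paralogues.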

How the results depend on the processing

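For 18 results, 405 values were recomputed under the alternatives, and 345 were unchanged by these measures: a tested value kept its direction and its side of the threshold, a value without a test moved by less than 1 SD, or a count stayed within 1.5 times the main count. Of these 345, 2 had the opposite sign, both with Smarcc1.7 only: the XCI regulator mean (-0.0034) and the slope difference of the X minus autosome median (-0.0071). In the within-day tests, leaving out a Nons library removes its day and so repeats the fit without that day. Counts of 0 that stayed 0 are also among the 345. The share unchanged therefore overstates how stable the results are. Below, counts are genes with a limma Benjamini-Hochberg adjusted p-value under 0.05, and where no cause is given the cause was not tested.

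Smarcc1 was lower and the pluripotency genes were higher in each fit that left out a day or a library, and the X minus autosome median fell with day in each of them. Without day as a block the counts were 4 genes for knockdown, 0 for Smarcc1.6 and 0 for Smarcc1.7, the Xist difference of -0.75 had an exact permutation p of 0.481, and the pluripotency difference of 0.82 had 0.261, whereas Smarcc1 still passed (exact permutation p = 0.00404). That fit leaves the change with day in the error.

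Knockdown with Smarcc1.6 only gave 57 genes and with Smarcc1.7 only 0 (2363 at an unadjusted p under 0.05), with 8 libraries in place of 12. Knockdown counts ran from 287 to 1767 genes when a day was left out (287 without day 6, 386 without day 5) and from 611 to 2003 when 1 library was left out. For Smarcc1.6 against Nons the ranges were 178 to 1440 (178 without day 5, 202 without day 6) and 352 to 1694. For Smarcc1.7 against Nons they were 1 to 573 (573 without day 4, 1 without day 5 and 1 without day 6) and 6 to 1052. The size of these lists, Smarcc1.7 above all, therefore rests on single days. Smarcc1.7 against Nons also gave 188 genes with the filter at 2, 145 without trend and 208 after thinning to the smallest depth. Depth is thus one of several settings that lower that count. The hairpins differed at 2 genes without a filter, against 0.

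The Xist difference ran from -0.95 to -0.56 when a day or a library was left out, always lower in knockdown, with exact permutation p-values from 0.0185 to 0.111, and 27 or 54 arrangements leave little room. Tsix ran from -0.51 to -0.25 and passed 0.05 in 1 of these fits. The BAF subunit mean ran from -0.11 to -0.022 and passed 0.05 without day 7. The XCI regulator mean, 0.00 in the main analysis, ran from -0.014 to 0.022 and so had no stable direction. The slope difference of the X minus autosome median ran from -0.085 to 0.079, and was -0.025 with the filter at 2. The knockdown difference of the X minus autosome median, 0.050 in the main analysis, was 0.067 with means in place of medians (exact permutation p = 0.0988). It was 0.030 without Xist and escapees (exact permutation p = 0.519) and 0.146 without a filter (exact permutation p = 0.173). When a day or a library was left out, it ran from 0.0059 (without day 5, exact permutation p = 0.889) to 0.093 (without day 4, exact permutation p = 0.0741). The difference thus stayed positive and passed 0.05 in none of these fits, but its size rested on single days. Day 4 comes before the study detected failure of XCI, which was from day 5. Without it the smallest exact permutation p possible was 0.0370, so the lack of a call there is weak evidence of no difference. Without a filter the X-linked median lay above the matched lists in 2 libraries (day 5) and below them in 2 (day 7), against 6 above and 0 below, so its direction there depended on genes with few or no reads. Without the genes shifted on day 6, 5 of 8 hairpin libraries were nearest to Nons of the same day, against 7, and the other 3 were nearest to an earlier day. Without a filter 8 of 8 were nearest to the same day. Leaving out day 6 or day 7 gave 5 of 6, and leaving out day 4 or day 5, which removes the single exception by construction, gave 6 of 6.

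The balance of directions moved with some settings. With the trend in GC content and length removed, knockdown gave 2162 genes, 925 higher and 1237 lower (42.8% higher, against 59.1%), Smarcc1.6 gave 724 higher and 959 lower, and Smarcc1.7 gave 240 higher and 215 lower. Centring (979 higher, 516 lower) and quantile normalization (730 and 558) kept most knockdown genes higher. With the GC and length correction, 1452 of the 1561 genes were still called. The balance of directions in knockdown thus depends on the GC and length correction. For day, centring gave 3574 rising and 4731 falling, quantile normalization 3764 and 4018, and the GC and length correction 3827 and 4301, against 4679 and 3435.

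For the 37 single-gene results, 1090 values were recomputed: 929 kept their direction and their side of the threshold, 146 lost the call, 15 gained it and 0 changed sign.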

Other observations

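The tests in this part were chosen only after the patterns had been seen, except the counts of other splits, the stage covariate with the full score and the lists matched on change per day. The refits for depth, GC content and day 6 had been run before their tests were written down.

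The count of knockdown genes was compared with other splits. Of the 81 within-day choices of 1 library per day as Nons, 1 gave as many as 1561 genes, the real one, and the highest of the others gave 18. A lasting difference of the Nons culture for a reason other than Smarcc1 would give the same result. For the change with day, 1 of 100 orders of the days drawn within groups gave as many, the real one, while 6 of the others gave genes, at most 7238. The orders were drawn apart in each group, which again takes the libraries of a day as independent. A first draw also held the mirror of the real order, which gave as many. Mirrors and repeated orders were redrawn after this was seen, since an order and its mirror count once. For Smarcc1.6 and for Smarcc1.7 against Nons 1 of 8 swaps gave as many, but 8 swaps cannot give a share under 0.05. For the hairpins against each other the real count is 0 (530 at an unadjusted p under 0.05), so 8 of 8 swaps give as many by construction.

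Technical explanations of the knockdown genes were tested. Thinning all libraries to the smallest depth gave 1296 genes, 1178 of them among the 1561. Leaving out the genes shifted on day 6 gave 1560, with 1532 shared, and removing the trend in GC content and transcript length gave 2162, with 1452 shared. Depth and the GC and length trend did not bring the count under the main count divided by 1.5, so neither explains it alone, although the GC and length correction changed the balance of directions. The genes shifted on day 6 shifted alike in the 3 groups, which the day block already removes, so that fit could hardly change the count. Without the libraries of day 6 it was 287. Without those of day 5, which lack the difference in read assignment, it was 386, while leaving out day 4 or day 7 gave 1533 and 1767. The fall is thus not specific to day 6, and these refits neither show nor exclude an effect of day 6. Genes changing with day numbered 8152 without the shifted genes, which are too few to bring that count under its limit. Without the libraries of day 6 they numbered 8371, with 7685 shared with the 8114 of the main fit. This argues against day 6 as the source of most of the genes changing with day.

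A hypothesis is that knockdown libraries lag behind Nons of the same day. The study reported no evidence of such a delay, from the several checks described above. Of the 1160 genes called for both knockdown and day, 88.6% changed in opposite directions, as a lag would give. The knockdown and day changes share libraries and genes are not independent replicates. A stage score was built from 7720 autosomal genes that change with day. It was lower in knockdown in 8 of 8 comparisons, by -0.37 days (exact permutation p = 0.0123, two-sided, the smallest possible). Without day 6 the difference was -0.33 days (exact permutation p = 0.0370, the smallest possible with 27 arrangements). A variant of the score with slopes from Nons alone gave -0.39 days, lower in 8 of 8 (exact permutation p = 0.0123). Its slopes come from the Nons libraries it is compared with, so it is no independent test. With the genes called for knockdown left out of the stage score, the difference was -0.18 days, lower in 6 of 8 (exact permutation p = 0.136). Those genes were left out for their knockdown change, so a smaller difference is expected from that filter alone. With the stage score as a covariate, 1 of the 1561 genes was still called, but Smarcc1 itself also lost its call (limma adjusted p 0.251 with Benjamini-Hochberg adjustment) although its change was -0.95, against -1.06 without the score. A gene known to differ is thus no longer called at nearly the same change, so lost calls in that fit cannot separate a lag from a loss of precision. By the count alone the test written down beforehand would have favoured a lag, and the reading was changed when the loss of the Smarcc1 call was seen. With the score built without called genes, 379 of the 1561 were still called. With the score in place of day the numbers were 49 for the full score and 128 for the score without called genes. A lag may therefore account for part of the knockdown genes, and these tests cannot say how much. Slower differentiation and a direct effect of Smarcc1 on the same genes would look alike here.

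The same hypothesis was applied to the X chromosome as well. With the stage score in the regression, and no day term, the knockdown coefficient for the X minus autosome median went from 0.050 to -0.014, and with the score built without called genes to 0.019, as a lag would give. In the same regressions the coefficient for Smarcc1 went from -1.06 to -1.14 and -1.10, so its known difference was kept there. Against 10000 autosomal lists matched on mean expression and on change per day, the median X-linked change of 0.05 lay at percentile 99.95 (median of the lists 0.02). By the percentile alone the prediction written down beforehand would have counted against a lag, and the reading was changed after the value was seen. The lists were matched on a linear change per day, and the X-linked median did not fall linearly. X-linked genes may also move together, so this does not exclude a lag. Leaving out the genes shifted on day 6 kept the difference at 0.052. These tests cannot separate the X chromosome pattern from a lag, and the X minus autosome difference did not pass its own test (exact permutation p = 0.284). For Xist the coefficient went from -0.75 to -0.29 with the stage score and to -0.53 with the score built without called genes. By the first of these alone the test written down beforehand would have favoured a lag. The second score leaves out genes by their knockdown change, so a smaller move is expected from that filter alone. How much of the lower Xist level a lag accounts for therefore cannot be told. A direct effect of Smarcc1 on genes that change with day would move these coefficients in the same way.

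Tsix followed Xist over the 12 libraries (Pearson r = 0.973, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = 0.979, permutation p = 1e-05), and without the 2 libraries farthest from the median of Xist r was 0.979. On days 4, 5 and 7 alone r was 0.973 (exact permutation p = 1.7e-05) and rho 0.983 (exact permutation p = 5e-05), while day 6 has too few libraries. For deviations from the day means r was 0.83. Xist reads counted on the overlapping Tsix gene could give this, but so could a shared response to differentiation, and these values cannot tell them apart. Xist exceeded Tsix 9.04-fold here (3.12 to 14.2 over the 12 libraries). That is lower than the value quoted from the study above, which came from another assay.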
